A study of Mus musculus with 22 samples. Its data were reported in "Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis" (2019).

How the data were processed

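KL cells (lineage-negative, cKit-positive, Sca1-negative myeloid progenitors) had been sorted from the bone marrow of male mice 20 weeks after tamoxifen, which was given at 1 mg per day for 5 days at an age of 3 to 6 months. Tamoxifen activates a Cre recombinase expressed from a stem cell promoter (scl-Cre-ERT), and the recombinase removes exons 9 and 10 of the X-linked gene Bcor, giving BcorΔE9-10 cells. The series lists 22 samples in 11 groups, named here by genotype, cell and antibody from the sample titles. Chromatin immunoprecipitation sequencing (ChIP-seq) for histone H3 acetylated at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was analysed for the 3 libraries of BcorΔE9-10 KL cells. The other 19 samples, which cover H2AK119ub, H3K27me3 and H3K4me3 in BcorΔE9-10 and BcorWT cells, wild-type libraries and 2 inputs, were not analysed here. No H3K27ac library of BcorWT cells was analysed here, so no comparison between genotypes was made and every comparison is between or within the 3 libraries. Per the methods of the study, cells for ChIP-seq came from 3 BcorΔE9-10 mice, and the labels number the libraries as replicates.

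The authors aligned single-end reads to GRCm38 with bowtie2, removed duplicates and called peaks with MACS2 in each library separately, without pooling. The deposited peak lists give each summit 1 row with its position in the peak, a fold enrichment (a ratio of the fragments at the summit to the local background within that library, not scaled between libraries), the −log10 of its p-value, the −log10 of its q-value and a score. The score deposited by the authors is 10 times the −log10 q cut to a whole number and was not used further. All fold enrichments, p-values and q-values of peaks below are the authors' own, used to describe, rank or filter peaks. The largest q in the lists is 0.0499. The control and the settings of the peak caller were not stated in the labels or methods for these files.

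Rows that repeat an interval were counted as 1 peak with its highest fold enrichment, and peaks on chromosomes 1 to 19, X and Y were kept. Gene models were GENCODE M21 and chromosome lengths RefSeq GRCm38; the furthest peak ended at 99.9% of its chromosome's length. Coordinates are in GRCm38 and counted from 1.

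The lists hold no read numbers. The peak caller's fold enrichment and p-value at a summit are both fixed by the fragments there and the background, so the 2 equations were solved for each row. All rows of each list solved (100%), against 1.23% to 1.59% after p-values were shuffled between rows. The genome-wide background then gives the depth, given fragments of 200 bp, the length of the shortest peak in each list, and the peak caller's built-in mouse genome size. Depth was 18.0 M reads in replicate 1, 18.9 M in replicate 2 and 19.3 M in replicate 3 after duplicate removal. The control came to 18.9 M reads from each of the 3 lists. The smallest number of fragments at a called summit was 8, 8 and 9, so weaker acetylation is not represented. PCR duplicates had been removed without molecular identifiers, so intervals cover counting error only.

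Overlaps were counted from 1 bp. The share of each library's peaks overlapping a peak of another library was set against 1000 random placements of the other list on the same chromosomes (bedtools 2.31.1 shuffle; one-sided permutation test), with 100 placements for alternatives. Overlapping peaks of the 3 libraries were merged into regions. Agreement of fold enrichment was Spearman's rho across regions, which are not independent replicates, so no p is given. A peak within 2.5 kb of any annotated transcription start site (TSS) was TSS-proximal, otherwise distal. Shares of regions carry Wilson 95% intervals. Ratios within libraries were tested with an exact sign-flip permutation test over the 3 libraries, two-sided, whose smallest possible p is 0.25. Super-enhancers (SEs) were called by stitching peaks within 12.5 kb, a distance chosen here, ranking the regions by signal and keeping those past the point where the scaled curve has slope 1, the threshold of the study. The study used HOMER and ranked tag counts; the lists hold peaks, so the signal here is the sum over peaks of fold enrichment times length. An SE was assigned to the gene with the closest protein-coding TSS, or to all genes with a protein-coding TSS inside it.

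The genes and regions named were fixed before the data were examined: Bcor; the 6 transcription factor (TF) genes Hoxa7, Hoxa9, Lmo2, Fos, Tal1 and Zfp36 and Prex1, Clic4, Zfp36l1, Calm2 (putative targets) and Bahcc1 (altered H2AK119ub), all named by the study, which chose the 6 in part on these libraries; Kit, Gata2, Myb, Runx1, Spi1, Cebpa and Gata1 as genes of progenitors; lists of lymphoid, 6 mature myeloid and 8 non-haematopoietic marker genes, named where a TSS-proximal peak was found, except for a result on the lymphoid list that is not reported here; the 5 SEs called in all 3 libraries with the highest mean rank; and the 3 regions with the highest fold enrichment in 1 library that overlapped no peak of the other 2. The 6 TF genes were compared with 10000 random lists of 6 protein-coding genes with a TSS-proximal peak in at least 2 libraries (one-sided permutation test).

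Alternatives were a −log10 q of at least 5, equal numbers of peaks, other overlap rules, TSS windows of 1 and 5 kb, stitching within 5 and 20 kb, other SE signals, leaving out peaks inside 2.5 kb of a TSS, other gene assignments and backgrounds, and leaving out each library. Code was tested on simulated data. For pairwise overlap, 60.0% of 23410 simulated peaks were found shared, as placed. For SEs, 300 of 300 planted clusters among 8016 stitched regions were called, with 16 calls elsewhere. The planted clusters were far stronger than all other regions, so this tests the code and not the threshold on real signal. For the list test, 2 of 40 random lists among 10000 simulated genes had a p under 0.05. For the fragments, 100% of 32380 simulated rows gave back the number they were made with. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.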

Results

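To describe active chromatin in BcorΔE9-10 myeloid progenitors, H3K27ac ChIP-seq peak lists from KL cells were examined in 3 libraries, each listed as a separate sample of the group and called replicates 1, 2 and 3. The depth recovered from the lists was 18.0, 18.9 and 19.3 M reads. Peaks numbered 23410 in replicate 1, 25963 in replicate 2 and 23758 in replicate 3, a mean of 24377 ± 1384 (SD, n = 3). They covered 12.1, 13.5 and 13.4 Mb, or 0.476% ± 0.0288 (SD, n = 3) of the chromosomes. Median peak width was 391, 387 and 421 bp. Median fold enrichment, as the authors' peak caller gave it, was 4.92, 4.72 and 5.53. The median number of fragments at a summit was 17, 17 and 21. The stricter threshold of a −log10 q of at least 5 moved the number of peaks most, to a mean of 14753 per library.

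The lists were next compared in pairs to ask how far the libraries identified the same sites. Of the peaks of replicate 1, 72.9% overlapped a peak of replicate 2 (Wilson 95% interval 72.4% to 73.5%) and 74.1% overlapped one of replicate 3. For replicate 2 the shares were 64.6% in replicate 1 and 70.2% in replicate 3, and for replicate 3 they were 70.0% in replicate 1 and 74.9% in replicate 2. The mean was 71.1% ± 2.06 (SD over the 3 pairs). Random placement gave between 1.02% and 1.18%, and the highest share over all placements was 1.5% (one-sided permutation p = 0.001 for each share, the smallest that 1000 placements can give). Requiring reciprocal overlap of 50% lowered the mean most, to 56.6%. Overlap rose with the fragments at the summit. Among peaks with 8 to 11 fragments, between 25.2% and 35.6% overlapped a peak of the other library, and among those with 50 or more the shares lay between 99.7% and 100%.

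**Figure D1:**
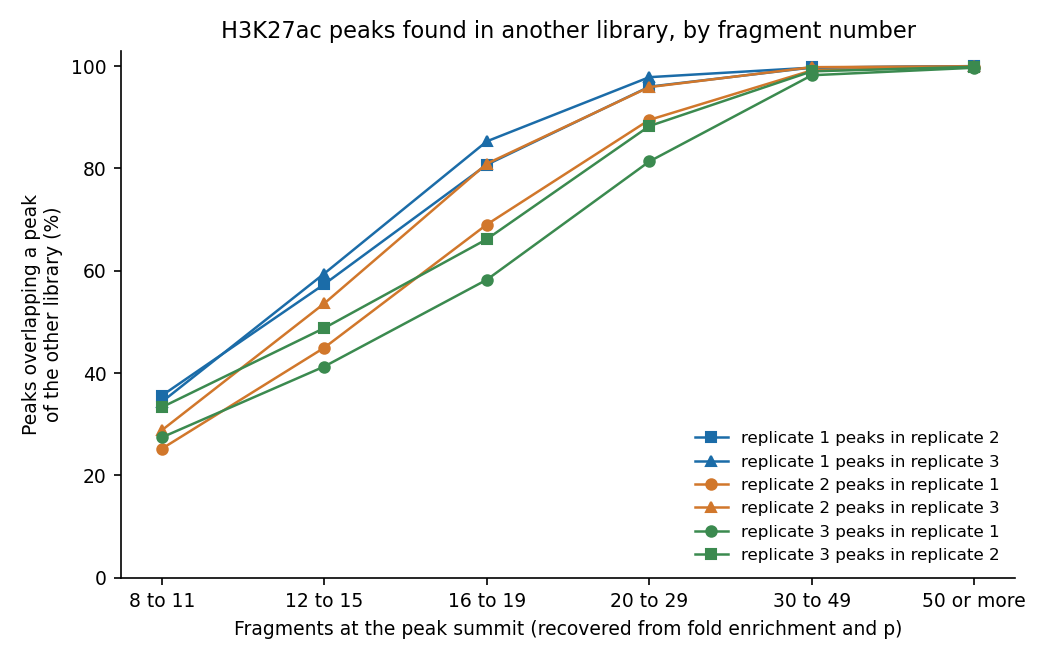
Share of H3K27ac peaks (vertical axis, percent) that overlap a peak of another library, by the number of fragments at the peak's strongest summit (horizontal axis), with 1 line for each ordered pair of the 3 libraries; colour gives the library whose peaks were counted and symbol the library they were looked for in. Shares lie between 25.2% and 35.6% at 8 to 11 fragments and are at least 98.2% from 30 fragments on.

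Merging the 3 lists gave 34595 regions. Of these, 14280 (41.3%, Wilson 95% interval 40.8% to 41.8%) had a peak in all 3 libraries, 5257 (15.2%) in 2 and 15058 (43.5%) in 1. Regions in at least 2 libraries, the rule the study applied to its SEs, numbered 19537. The median of the highest fold enrichment was 8.78 in regions of all 3 libraries and 3.76 in regions of 1. The former takes the highest of 3 values per region and the latter has only 1. Within replicates 1, 2 and 3 the median in the shared regions was 6.83, 7.18 and 8.13. Across the 14280 regions shared by all 3, fold enrichment had a Spearman's rho of 0.857 between replicates 1 and 2, 0.867 between 1 and 3, and 0.880 between 2 and 3. This is a correlation across regions, which are not independent replicates. The mean correlation coefficient fell to 0.667 when all merged regions entered with a fold enrichment of 1 where a library had no peak.

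H3K27ac marks promoters as well as enhancers, so peaks were divided by distance to the closest TSS. TSS-proximal peaks made up 68.4% of replicate 1, 65.4% of replicate 2 and 69.3% of replicate 3 (67.7% ± 2.04, SD, n = 3), against 14.9% to 15% under random placement. The stricter peak threshold moved the mean most, to 82.6%. Of the distal peaks, 66.3% ± 2.22 (SD, n = 3) had their strongest summit in an intron of a protein-coding gene, 3.69% ± 0.282 in an exon and the remainder between genes. Median fold enrichment was higher in TSS-proximal than in distal peaks in 3 of 3 libraries, by ratios of 1.5, 1.51 and 1.60 (mean 1.54 ± 0.0565, SD, n = 3; exact sign-flip permutation p = 0.25, two-sided, the smallest that 3 libraries allow). TSS-proximal regions were also more often found in every library. Of 19838 TSS-proximal regions, 11820 (59.6%, Wilson 95% interval 58.9% to 60.3%) had a peak in all 3 libraries, against 2460 of 14757 distal regions (16.7%, 16.1% to 17.3%). The difference was 42.9 percentage points (95% interval 42.0 to 43.8), and a TSS window of 1 kb moved it most, to 50.2.

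To locate SEs, peaks were stitched into 11779, 12327 and 11525 regions, of which 1383, 1083 and 1190 passed the slope threshold (1219 ± 152, SD, n = 3). SEs held 39.6% ± 4.26 (SD, n = 3) of the summed signal, and 95.3% ± 0.823 of them contained a protein-coding TSS. Their median length was 3.6, 6.7 and 5.0 kb in replicates 1, 2 and 3. Merged over the libraries they formed 1629 regions, 1172 in at least 2 libraries and 836 in all 3. Leaving out peaks inside 2.5 kb of a TSS before stitching moved this number most, to 236 in at least 2 libraries.

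The 5 SEs with the highest mean rank in all 3 libraries lay at Kmt2e, Arid2, Etv6, a histone gene cluster and Mapkapk2. The SE at Kmt2e (chromosome 5, 23409745 to 23436370) contained its TSS and ranked 3, 14 and 1 in replicates 1, 2 and 3. Its best-ranked stitched region in each library held 6, 1 and 4 peaks, and in replicate 2 was 1 peak of 3.88 kb. The SE at Arid2 (chromosome 15, 96275694 to 96289182) ranked 2, 8 and 10 and held 4, 2 and 5 peaks. The SE at Etv6 (chromosome 6, 134034031 to 134225404) was 191 kb long over the 3 libraries and ranked 1, 2 and 26. It held 43, 72 and 52 peaks in the best-ranked stitched region of each library. The histone cluster, which includes Hist1h1d and Hist1h4h (chromosome 13, 23530438 to 23586899) ranked 11, 16 and 5, and the SE at Mapkapk2 (chromosome 1, 131072625 to 131111462) ranked 23, 4 and 6. The histone cluster held 21, 20 and 21 peaks and the SE at Mapkapk2 14, 20 and 17. All 5 SEs contained annotated protein-coding TSSs.

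The study named 6 TF genes at SEs, and their position was examined here. All 6 were assigned an SE in 3 of 3 libraries. The region assigned to Zfp36 (gene at chromosome 7, 28376784 to 28380253) ranked highest of these, at 4, 19 and 18 among the stitched regions of replicates 1, 2 and 3. It held 15, 15 and 14 peaks and extended beyond the gene. With the closest TSS only, Zfp36 was assigned an SE in 2 libraries. Hoxa7 (chromosome 6, 52214491 to 52221854) and Hoxa9 (chromosome 6, 52223100 to 52231089) lay in 1 stitched region, which ranked 147, 399 and 171. The region assigned to Lmo2 (gene at chromosome 2, 103957986 to 103981878) ranked 578, 326 and 906. That assigned to Fos (gene at chromosome 12, 85473890 to 85477273) ranked 700, 523 and 543. The region assigned to Tal1 (gene at chromosome 4, 115056426 to 115071755) ranked 710, 526 and 505. Fold enrichment at the TSS ranged from 6.58 ± 0.576 (SD, n = 3) for Hoxa9 to 13.3 ± 2.59 for Zfp36. The number assigned an SE in at least 2 libraries fell to 4 when TSS peaks were left out, without Hoxa7 and Hoxa9, and to 5 with the closest TSS only, without Hoxa9. It was also 5 at the stricter peak threshold, without Lmo2. The median percentile of the 6 genes' regions was 96.6, above the 66.4 of random lists (one-sided permutation p = 0.0004, 10088 background genes). With the shared Hoxa region counted once the median was 95.1 (one-sided permutation p = 0.006). The study chose the list in part on these libraries, so this is a description and not independent evidence. Its list of differentially regulated TFs also holds Etv6 and Bcor, which are not among its 6. Both lay at an SE in 3 of 3 libraries here, so the calls differ from those of the study.

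**Figure D2:**
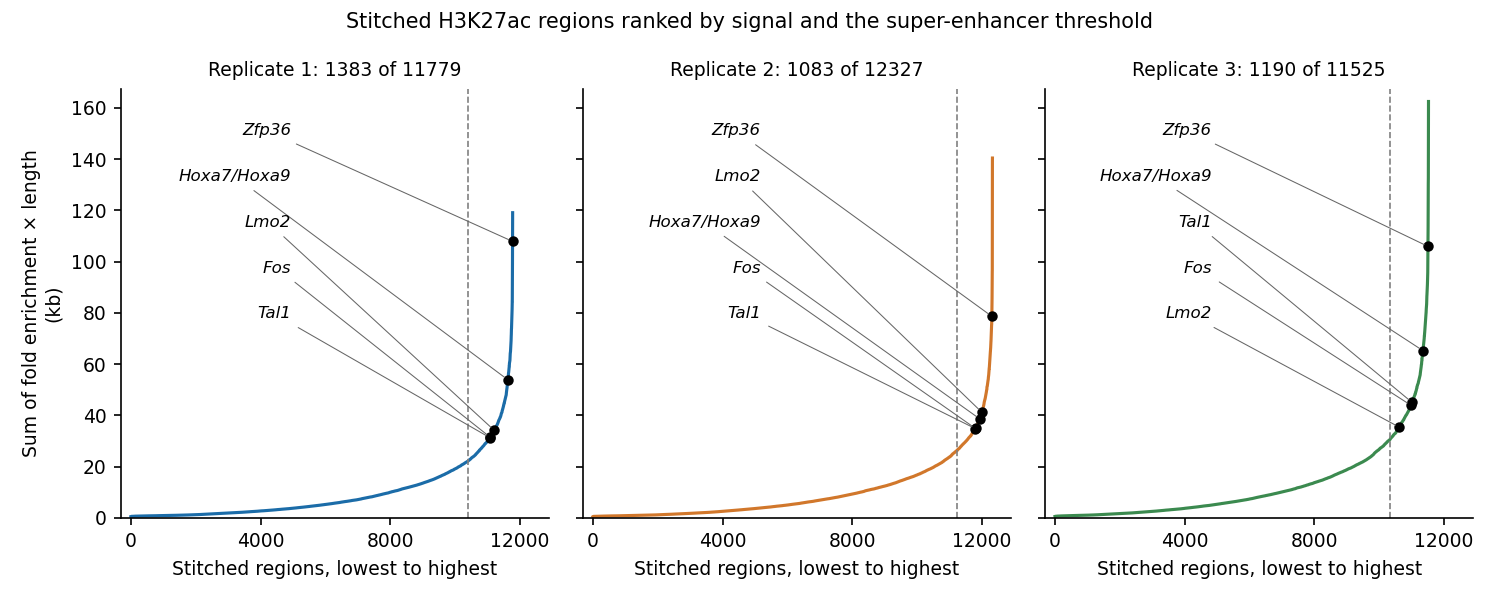
Stitched H3K27ac regions of each library in order of signal (horizontal axis) against the summed fold enrichment times peak length (vertical axis, kb). Dashed lines mark the SE threshold, right of which lie 1383, 1083 and 1190 regions in replicates 1, 2 and 3, and points mark the regions of the 6 TF genes, all of them right of the line.

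The study also named Hoxa7, Hoxa9, Prex1, Clic4, Zfp36l1 and Calm2 as putative targets and Bahcc1 among genes with altered H2AK119ub, a repressive mark. Of these 7 genes, 7 had a TSS-proximal peak in all 3 libraries and 4 had an SE in at least 2. Besides the Hoxa genes these were Zfp36l1 and Bahcc1, each in replicates 1 and 3. Each call fell to 1 library at the stricter peak threshold and to 0 libraries when TSS peaks were left out. Ranking by summed fold enrichment left Zfp36l1 with 0. Ranking by peak length alone raised Bahcc1 to 3 libraries, and stitching within 5 kb raised both genes to 3. At the main settings, without replicate 1 or without replicate 3, neither gene had an SE in both libraries that were left. Calm2 had an SE in replicate 3 alone, and between 0 and 3 libraries had one over the alternatives. Prex1 and Clic4 had none in any library, but with stitching within 5 kb Clic4 had one in 2. Fold enrichment at these 5 TSSs ranged from 5.99 ± 1.79 (SD, n = 3) for Prex1 to 18.4 ± 1.72 for Calm2. For comparison, 10088 of 21829 protein-coding genes (46.2%) had a TSS-proximal peak in at least 2 libraries, and 1782 of these 10088 (17.7%) were assigned an SE in at least 2.

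At Bcor itself (chromosome X, 12036740 to 12160355, minus strand), 22, 25 and 25 peaks lay inside the gene in replicates 1, 2 and 3, with a highest fold enrichment of 11.9, 13.6 and 10.1. Fold enrichment at its TSSs was 9.12 ± 1.04 (SD, n = 3), and an SE was assigned to it in 3 of 3 libraries. No peak overlapped exons 9 (12047423 to 12047748) and 10 (12046856 to 12047113) of the annotated 15-exon transcript, from which the exon numbers were taken. No peak was found from exon 8 to the 3′ end of the gene either, and the nearest peak started 29.1, 29.4 and 28.9 kb upstream of exon 9. The lists therefore do not show whether the exons were removed.

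**Figure D3:**
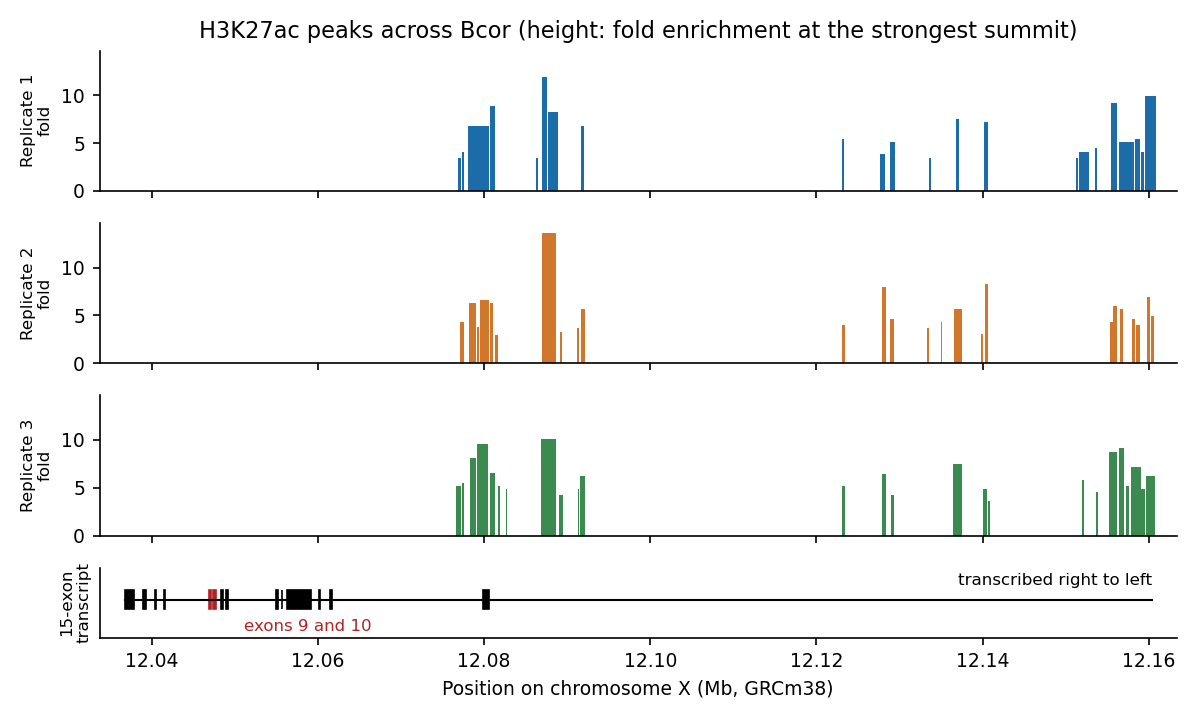
H3K27ac peaks across Bcor on chromosome X (horizontal axis, Mb, GRCm38) in the 3 libraries, drawn to scale with the fold enrichment at the strongest summit as height (vertical axis), above the exons of the 15-exon transcript. Between 22 and 25 peaks lie in the upstream part of the gene and none over exons 9 and 10, drawn in red.

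Among the 7 genes of haematopoietic progenitors, 6 had a TSS-proximal peak in all 3 libraries, and Gata1 had none. Fold enrichment at the TSS was 9.77 ± 0.162 (SD, n = 3) at Kit, 8.29 ± 1.21 at Spi1, 7.96 ± 1.06 at Cebpa, 6.87 ± 1.89 at Gata2, 6.61 ± 1.11 at Runx1 and 6.29 ± 0.50 at Myb. Spi1 was assigned an SE in 3 of 3 libraries, and in 1 when TSS peaks were left out. Kit was assigned one in replicate 1 and Runx1 in replicate 3, so that either call was lost without that library, and over the alternatives each ranged from 0 to 3 libraries. Among the lymphoid genes, Cd5 had a TSS-proximal peak in all 3 libraries (fold enrichment 5.01 ± 0.901, SD, n = 3). Of the 6 mature myeloid genes, Ngp had one in replicate 2 alone, at 5.29. None of the 8 non-haematopoietic genes had a TSS-proximal peak in any library. No lymphoid, mature myeloid or non-haematopoietic gene was assigned an SE in at least 2 libraries.

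The 3 regions with the highest fold enrichment among those found in a single library exceeded the median of the regions shared by all 3. That median was 6.83 in replicate 1 and 7.18 in replicate 2. In replicate 1, a 335 bp region in an intron of Def8 (chromosome 8, 123425749 to 123426083) had a fold enrichment of 9.56 and 27 fragments at its summit, 2222 bp from the TSS of Def8. A second region of replicate 1 overlapped an exon of Asmt (chromosome X, 170672582 to 170672868), with a fold enrichment of 8.88 and 25 fragments. In replicate 2, a region between genes, 160 bp from the TSS of Fam193b (chromosome 13, 55571280 to 55571591), had a fold enrichment of 8.60 and 25 fragments.

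The animals were male, with 1 X chromosome, so the density of peaks on X was compared with that on autosomes. There were 2.34, 2.56 and 2.57 peaks per Mb of X and 9.34, 10.4 and 9.47 per Mb of autosome. The ratio was 0.25, 0.247 and 0.271 (0.256 ± 0.0132, SD, n = 3; exact sign-flip permutation p = 0.25, two-sided, the smallest that 3 libraries allow). Per protein-coding gene, the ratio rose to a mean of 0.390, and for distal peaks alone it was lowest, at 0.120.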

Values the study reported

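The study reported that 168 SEs were found in at least 2 of the 3 H3K27ac libraries of BcorΔE9-10 KL cells. It reported 6 SE-associated TF genes with altered expression, all of them higher in BcorΔE9-10 than in BcorWT KL cells. It gave a sequencing depth of 15 to 20 M reads per sample.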

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

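The test in this part was chosen before its result was seen, but how to read a background between its 2 predicted outcomes was settled afterwards. Peaks on unplaced scaffolds, which the comparisons above leave out, numbered 5 in replicate 1, 7 in replicate 2 and 6 in replicate 3. They carried between 9 and 155 fragments at the summit, and 3 of the 6 scaffolds concerned had peaks in all 3 libraries. Sequence present in more copies than the assembly holds collects reads from the input as well, so a raised background in the control is a possible explanation. The median background at these peaks was 1.48, 2.08 and 1.63 times the genome-wide level in replicates 1, 2 and 3, against 1.19, 1.19 and 1.24 at peaks on chromosomes, and reached 11, 29.3 and 29.6 times at single peaks. At other scaffold peaks it was at the genome-wide level. With so few peaks, enrichment in the input and acetylation cannot be told apart for them as a set. No biological explanation was tested.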

How the results depend on the processing

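Alternatives were chosen before the data were examined except SE ranking by recovered fragments, assignment by TSSs of any transcript, the Hoxa region counted once, and placement at the same distance to a TSS. Those were chosen after seeing the data.

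The comparisons in this paragraph kept their direction, but SE calls at single genes did not all hold. Hoxa7 and Hoxa9 went from 3 libraries to 0, and Zfp36l1 and Bahcc1 from 2 to 0, when TSS peaks were left out. Hoxa9 went from 3 to 0 with the closest TSS only, and Clic4 from 0 to 2 with stitching within 5 kb. Overlap between libraries stayed above random placement in each alternative, with means from 56.6% to 80.6% (permutation p = 0.0099 throughout, the smallest that 100 placements can give). Against placements that kept each peak's distance to a TSS, random overlap rose to between 13.4% and 15.5%, still below the 64.6% of the lowest pair. Regions in at least 2 libraries ranged from 13165 to 19158 and those in all 3 from 10341 to 14088, lowest at the stricter threshold. The fold enrichment ratio of TSS-proximal to distal peaks ranged from 1.44 to 1.67 and the X to autosome ratio from 0.120 to 0.390, and with 3 libraries neither exact permutation test can give a p below 0.25. The permutation p of the list of 6 genes ranged from 0.0001, the smallest that 10000 lists can give, to 0.006. Between 4 and 6 of the 6 genes had an SE in at least 2 libraries.

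The stricter peak threshold lowered peaks per library to 14753, and raised the TSS-proximal share to 82.6% and the difference between TSS-proximal and distal regions to 47.6 points. It removes the weakest peaks by construction. A TSS window of 1 kb gave 60.7% and 50.2 points, one of 5 kb 74.5% and 37.2 points, and protein-coding TSSs 59.6%; these settings redefine the class. The correlation of fold enrichment between libraries was 0.883 with −log10 p in its place and 0.667 over all merged regions. SEs per library were 617 by length alone, 655 by summed fold enrichment and 265 with TSS peaks left out, with 578, 599 and 236 in at least 2 libraries. Stitching within 5 kb raised them to 1656 per library and 1584 in at least 2, and stitching within 20 kb lowered them to 825 and 790. Leaving out TSS peaks removes most peaks; for the others the cause was not tested. Among values of single genes, 35 moved and 265 did not under these settings. When a replicate was left out, 3 moved and 108 did not. Most that moved were SE calls. A change between 2 and 3 libraries with an SE was counted as not moved. So was a change from 2 of 3 libraries to 1 of the 2 left. These numbers therefore overstate how far single SE calls held.

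Across the 3 fits that each left out one replicate, the difference between TSS-proximal and distal regions was 39.7 to 41.5 points, since regions need a peak in only the remaining libraries, and rho was 0.85 to 0.867. SEs in at least 2 libraries, then in both, numbered 909 to 1005. No paired analysis was possible because only 1 group was analysed, so replicate numbers link no samples across groups. Overlap was lowest for weak peaks, of which at most 35.6% with 8 to 11 fragments were found in another library. Whether depth accounts for this was not established.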

Other observations

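The tests on the higher fold enrichment of replicate 3 and on the single copy of X were chosen only after the result was seen.

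SEs in at least 2 libraries numbered 1172. That is higher than the value quoted from the study above. The signal used for ranking differs, since tags were not used here. Ranking by recovered fragments above background times length, chosen after seeing the data, gave 1181. Ranking by fold enrichment minus 1, times length, gave 1239, by length alone 578 and by summed fold enrichment 599. Whether ranking by tags would lower the number was therefore not established. Leaving out peaks inside 2.5 kb of a TSS gave 236. Whether the study left out such peaks was not established.

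Regions found in 1 library only were 43.5% of all, and the sampling of fragments near the calling threshold is a candidate explanation. The tests do not decide it. If each called peak's fragment number were redrawn at the depth of the other library, between 99.98% and 99.99% of peaks with at least 30 fragments would pass there, against 98.9% to 99.9% observed. The largest shortfall was −1.09 percentage points, from 87 of 7920 peaks of replicate 3 without a peak in replicate 1. This was within the 2 points set beforehand, yet more than the redraw leaves. Among weaker peaks the redraw predicted more than was seen (98.9% to 99.6% against 81.4% to 97.8% at 20 to 29 fragments, and 60.6% to 75.6% against 25.2% to 35.6% at 8 to 11), but it takes the fragments of a peak picked for passing a threshold as their true mean. Over 2083 regions with at least 50 fragments in each library, the ratio of variance to mean of the scaled fragments averaged 0.867, where Poisson sampling gave 1.05 in simulation. These regions were picked for high numbers in every library, and duplicate removal lowers the ratio, so it says nothing about regions missing from a library. Sampling and differences between animals cannot be told apart for regions found in 1 library.

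The strongest single-library regions, at Def8, Asmt and Fam193b, could be regions enriched in the input. Their recovered background was at most 1.00 times the genome-wide level, the lowest value that could be recovered. This argues against input enrichment above that level for these 3 regions. They were picked for fold enrichment, which favours a low background, so it says nothing about other regions found in 1 library. With 25 to 27 fragments they are the extremes of 15058 regions. No biological explanation was tested.

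Distal regions were found in all 3 libraries less often than TSS-proximal ones, and their peaks had fewer fragments at the summit, with medians of 12, 12 and 15 against 22, 22 and 27. Fewer fragments may account for part of this. Weighting distal peaks to the fragment numbers of TSS-proximal peaks cut the difference in the share found in both other libraries from 45.2, 45.0 and 39.2 to 11.9, 10.7 and 8.96 percentage points. The lowest bootstrap 95% interval was 7.36 to 10.7, so weighting by observed fragment number left a remainder. Observed numbers of called peaks are not their true means, so the remainder does not show that another cause is needed. Greater variation of enhancers than of promoters between animals and the narrower width of distal peaks were not tested.

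Fewer peaks on X could follow from its single copy in males. If each fragment of the autosomal peaks were kept with a chance of 0.5 and peaks were called again at their own background, 48.1% ± 2.27 (SD, n = 3) of them would be left, between 46.2% and 50.6%. X had 37.6% to 41.3% of the autosomal peaks per gene, which argues against the single copy as the whole cause. It may still contribute, and a lower share of active genes on X was not tested.

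Fold enrichment in regions shared by all 3 libraries was higher in replicate 3, with a median ratio of 1.16 to replicate 1. Depth is a possible explanation, since replicate 3 was the deepest. Replicate 2 was within a factor of 1.02 of its depth, yet the median ratio of replicate 3 to replicate 2 was also 1.16, which argues against depth. A difference in the yield of the immunoprecipitation or between animals stays open.

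Bcor held 22 to 25 separate peaks and ranked 23, 24 and 17 among protein-coding genes by number of peaks inside the gene, whereas no other gene on X had more than 11, 5 and 4 in replicates 1, 2 and 3. Regions enriched in the input are a possible explanation. The median background over these peaks was at most 1.00 times the genome-wide level, the lowest value that could be recovered. Single peaks reached 1.48, 1.98 and 1.48 times in replicates 1, 2 and 3. The medians argue against input enrichment above the genome-wide level at the typical peak. A background raised only up to that level would not show. Without H3K27ac in BcorWT cells, a link to the deletion cannot be examined here. Etv6, chosen here after its values were seen, held 63, 73 and 70 peaks and ranked 3, 2 and 2.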
